A study of Mus musculus with 8 samples.

How the data were processed

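The samples were single-cell suspensions of mouse cortex in 4 groups: Lama4 knockout (KO) mice, the wild-type (WT) mice kept as their control, mice with Lama5 deleted by Tek-Cre (a recombinase active in the endothelial lineage), and a separate WT control for these. Per the series description, the brains of 3 mice were pooled for each group, and per the labels each group has 2 samples. Per the labels' protocols, the tissue was minced, digested with papain, DNase and Liberase, freed of myelin by centrifugation, and made into libraries with the Chromium 3-prime kit. Per the file headers, the matrices came from Cell Ranger. The values are raw UMI counts per gene and cell barcode as deposited by the authors, with no normalisation. The genome build, the annotation and the settings of the cell calling are not stated. Of the 31053 gene IDs in the files, 30934 (99.6%) are in GENCODE release M21, so coordinates are given from that annotation on GRCm38, 1-based. Gene IDs that share a symbol were kept apart.

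The 2 deposited samples of the Lama4 KO hold identical matrices and barcodes, so they were counted as 1 library. This left 7 distinct libraries. Every other pair of samples in a group differed by more than sampling noise and shared at most 23 barcodes among the cells kept. By the rule for identical samples, no test, p-value, standard error or count of changed genes was computed for the Lama4 KO. That comparison rests on the values per library with exact Poisson 95% intervals, a fixed rule of size, the standard deviation (SD) of log2 ratios across genes at 20 CPM (normalised counts) or more, and the percentile of a list's median among 10000 random lists of equal size matched on mean expression in 20 bins. Log2 ratios of the Lama4 KO used a pseudocount of 0.5 CPM. Because the libraries of a group share 1 pool of mice, their spread leaves out the spread between mice, and every test compares pools.

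Cells with at least 500 detected genes and under 15% mitochondrial UMIs were kept. The lowest total among deposited barcodes was 500 UMIs. Of 56961 deposited barcodes, 4352 had too few genes and a further 2355 failed on mitochondrial UMIs alone. A Scrublet-type score against simulated doublets then removed the top 0.8% per 1000 cells in each library, 3015 cells in all, which left 47239. The cells of the 7 libraries were scaled to 10000 UMIs, reduced to 2000 variable genes and 30 principal components (scanpy 1.11.5, scikit-learn 1.9.0), joined in a shared-neighbour graph of 15 neighbours and clustered with the Leiden method at resolution 1 (igraph 0.11.9), which gave 37 clusters. Lama4, Lama5 and the sex-linked genes were not among the variable genes. The graph is one of shared neighbours because the clusters of a plain neighbour graph changed between computing kernels. A cluster took the name of a cell class, written with "-like", when at least 3 markers of that class were each detected in 25% or more of its cells and at 2-fold or more of the median cluster. A cluster stayed unnamed when more of its 10 leading genes were markers of another class than of its own. It also stayed unnamed when at least 3 markers of a second class, and at least 0.5 of that class's markers, were met and 1 of them was a leading gene. This second rule left out the pairs of pericytes with smooth muscle, oligodendrocytes with their precursors, and microglia with perivascular macrophages. A further rule, for clusters with few UMIs, applied to none. The marker lists were fixed before the data were examined, as were the gene lists, the tests, the rule for named genes and the alternatives not described as added later. Counts were summed per library over each class. Classes with at least 50 cells in every library were compared: endothelial-like, pericyte-like, astrocyte-like and microglia-like cells. Smooth muscle-like cells also met this minimum, were added after the class sizes were known, and are used only for the targeted genes and in the closing part. Sub-clusters of endothelial-like cells along the arterial to venous axis were unstable and are not analysed here.

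Gene tests for the Lama5 KO against its WT, and for the WT groups against each other, used the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 on the summed counts, with filterByExpr, TMM scaling, no covariate, and Benjamini-Hochberg adjusted p under 0.05. The adjusted p-values of single genes given in the report and the closing part come from this test. CPM values use the TMM-scaled totals of their own experiment, except those of Cd74 and of single clusters and the classes set beside them, which use unscaled totals. For ratios of targeted genes, counts were summed over the libraries of a group, with exact 95% intervals for counting error only. Gene lists of the Lama5 KO were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over the 9 lists. The lists were arterial, capillary and venous endothelial genes, barrier junction and transport, basement membrane, laminin receptor, flow response, dissociation response and interferon response. A further list of sex-linked genes described the pools. The capillary and barrier lists share Mfsd2a and Slco1c1, Lama4 and Lama5 are themselves in the basement membrane list (each left out in its own KO), and Lcn2 and Ackr1 are in the venous list. Shares of cells were given with exact Clopper-Pearson 95% intervals and compared over libraries by an exact two-sided permutation test. With 2 libraries against 2 this test cannot go below 0.3333. No interaction of the 2 KO effects could be tested with 1 Lama4 KO library, and the correlation across genes is given as a description.

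Genes were named by a rule of size in endothelial-like cells: adjusted p under 0.05, an absolute log2 fold change of at least 1, a mean of 20 CPM or more, and every library of a group above every library of the other. The 5 largest increases and the 5 largest decreases were taken, without the targeted gene. Genes were set aside when their level in another class of the same experiment was over 10 times that in endothelial-like cells. Free RNA can carry such genes, but the rule does not weigh how many cells the other class holds. For the Lama4 KO the rule used Poisson intervals that overlap with those of neither WT library in place of the p-value. Genes of the fixed lists could be named in addition. The class used for the free-RNA limit first lacked choroid plexus-like cells and was corrected to the rule as fixed. Cd74 and the cells with mixed markers were chosen after their values were seen.

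The gene tests were tested on simulated counts with 200 genes changed 2-fold at the depth of each comparison. For the Lama5 KO, edgeR called 179 of the 200 (89.5%) in endothelial-like cells over 13247 genes, with 7 false calls, and 100% of those at 20 CPM or more. In the other classes of that comparison it called 148 of 200 in microglia-like cells (9678 genes, 5 false calls), 103 in astrocyte-like cells (8378 genes, 6 false calls) and 103 in pericyte-like cells (6158 genes, 5 false calls). Between the WT groups it called 167 (13291 genes, 5 false calls). The simulation holds counting and library noise and no spread between mice. The list test called a list of 12 genes shifted by 0.5 (log2) in 20 of 20 simulations of the Lama5 comparison and 3 of 160 unchanged lists. The percentile placed the shifted list outside the middle 95% in 20 of 20 simulations of the Lama4 comparison, and 14 of 200 unchanged lists. The simulations of the Lama4 comparison held counting noise only. In both comparisons the lists were random genes drawn independently, so correlation between the genes of a list was not tested. Nor were shifts smaller than 0.5, though the largest list median in the Lama5 KO was -0.24.

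The alternatives were DESeq2 1.42.0 (Wald test) in place of edgeR, DESeq2-type size factors, no low-count filter, a minimum log2 change, thinning to the smallest class total, all libraries in one fit, the replicate number as a block, a stricter cell filter (1000 genes, 10% mitochondrial UMIs), doublets kept, resolution 2, fry or an estimated correlation for the lists, and each library left out in turn. Removing the trend of log2 ratios with transcript length (loess) in the Lama4 comparison was added after the data were seen, as were the alternatives for the cells with mixed markers. The span of the loess and the limit of 500 nt for short transcripts were changed once after a first look. Transcript length was the median over the annotated transcripts of a gene, which need not be that of the transcript expressed. Oligodendrocyte-like cells (47 in the smallest library), perivascular macrophage-like cells (49) and the rarer classes were not compared gene by gene.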

Results

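Single-cell RNA was measured in mouse cortex for 4 groups: the Lama4 KO, its WT control, the Tek-Cre Lama5 KO and its own WT control. The deposited data held 2 samples per group, of which the Lama4 KO samples were identical, so this KO had 1 library and each other group had 2. The WT libraries of the Lama4 experiment held 48314458 and 44352967 UMIs in 6579 and 6295 barcodes, and the Lama4 KO library held 41628663 UMIs in 6423. The WT libraries of the Lama5 experiment held 45290640 and 42947188 UMIs in 9352 and 9421 barcodes, and the Lama5 KO libraries held 37014662 and 35479306 UMIs in 9335 and 9556. The median UMI count of the cells kept was 6577 and 6481 in the WT and 5281 in the KO of the Lama4 experiment. It was 3861.5 and 3666 in the WT and 3219 and 2969.5 in the KO of the Lama5 experiment. Endothelial-like cells were the largest class, with at least 2212 cells and 16748026 to 22232173 UMIs per library. The 10 most abundant genes took 10.9% to 15.96% of their UMIs. All groups were pools of 3 brains, so no value below includes the spread between mice. All intervals are for counting error.

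The targeted genes were measured first. Lama4 (ENSMUSG00000019846, GRCm38 chromosome 10, 38965515 to 39110188, plus strand) stood at 47.0 CPM (Poisson 95% interval 44.0 to 50.1, 943 counts) and 44.9 CPM (41.9 to 48.1, 820 counts) in endothelial-like cells of the WT libraries. In the Lama4 KO library it stood at 0.0585 CPM (0.00148 to 0.326), from 1 count. The KO level was 0.127% of the WT level (0.00322% to 0.709%). Of the alternatives that leave out a WT library, the lowest gave 0.124% and the highest 0.130%. Over all cells the KO had 2 counts of Lama4 against 2613 in the WT, a level of 0.173%. Pericyte-like cells had 1 count against 473 (0.553%, 0.0140% to 3.097%), and smooth muscle-like cells had 0 against 256, which allows a level of up to 4.29%.

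Lama5 (ENSMUSG00000015647, chromosome 2, 180176373 to 180225859, minus strand) stood at 41.4 CPM (38.8 to 44.1) and 40.5 CPM (37.9 to 43.2) in endothelial-like cells of the WT libraries of its experiment. The Lama5 KO libraries stood at 22.9 CPM (20.8 to 25.2) and 25.4 CPM (23.03 to 27.9). The ratio of KO to WT was 0.588 (0.542 to 0.639), from 851 and 1855 counts. The log2 fold change was -0.76 (SE 0.0610, edgeR quasi-likelihood adjusted p 8.92e-11), lower in 2 of 2 KO libraries. Leaving out each library in turn moved it most among the alternatives, from -0.82 to -0.68. Over all cells the ratio was 0.769 (0.721 to 0.821). In smooth muscle-like cells it was 1.07 (0.943 to 1.21), an interval that includes 1.

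Each chain was also measured in the other KO. In endothelial-like cells of the Lama5 KO, Lama4 stood at 51.1 and 47.8 CPM against 29.2 and 30.8 CPM in the WT, a ratio of 1.65 (1.54 to 1.77). The log2 fold change was 0.72 (SE 0.0553, edgeR quasi-likelihood adjusted p 3.85e-11), higher in 2 of 2 KO libraries. The ratio in pericyte-like cells was 0.891 (0.686 to 1.16). The WT pools of both experiments also differed in Lama4, by -0.45, and in Lama5, by -0.47 (log2, Lama5 experiment over Lama4 experiment). For Lama5 this was smaller than its change of -0.76 in the Lama5 KO and in the same direction. In the Lama4 KO library, Lama5 stood at 75.5 CPM (71.5 to 79.8) in endothelial-like cells against 63.7 (60.2 to 67.3) and 64.0 (60.4 to 67.8) in the WT, a ratio of 1.18 (1.10 to 1.27).

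**Figure D1:**
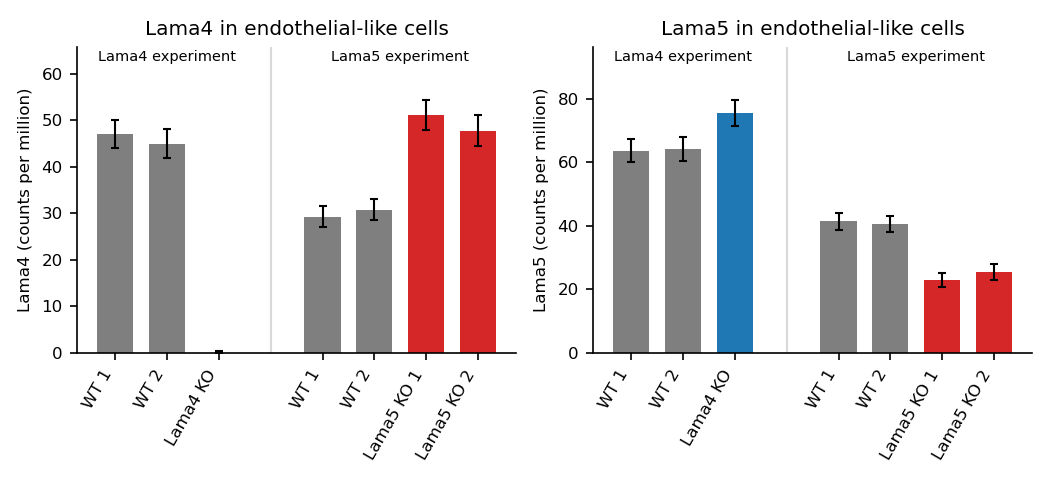
Lama4 and Lama5 in endothelial-like cells, in normalised CPM per library (bars), with exact Poisson 95% intervals for counting error (lines). Lama4 was at 0.0585 CPM in the Lama4 KO library, and Lama5 was at 22.9 and 25.4 CPM in the Lama5 KO libraries.

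The next comparison asked how many genes differed in endothelial-like cells after the loss of endothelial Lama5. Of 13247 genes tested, 2518 had an edgeR quasi-likelihood adjusted p under 0.05, 1394 higher and 1124 lower in the KO. Of these, 135 had an absolute log2 fold change of at least 1, 97 of them higher. The tool moved the count most among alternatives at the same threshold of p: DESeq2 called 981 genes, all of them among the 2518. The same test between the WT groups of both experiments called 7472 of 13291 genes, 3863 higher and 3609 lower, 1454 of them with an absolute log2 fold change of at least 1. Experiment and pool cannot be told apart in that comparison. Of the Lama5 KO calls, 2481 were tested between the WT groups too, and 1469 of them (59.2%) differed there by at least as much as between KO and WT. Over all genes that share was 73.5%.

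In the other classes of the Lama5 experiment the test called 63 of 6158 genes in pericyte-like cells (48 higher, 15 lower), 835 of 8378 in astrocyte-like cells (503 higher, 332 lower) and 1274 of 9678 in microglia-like cells (767 higher, 507 lower). The astrocyte-like count fell to 33 with doublets kept and to 59 at clustering resolution 2. The pericyte-like count fell to 8 with DESeq2. The libraries held 383469 to 429380 UMIs for pericyte-like cells, 447260 to 874314 for astrocyte-like cells and 1788120 to 3114430 for microglia-like cells, so the counts cannot be ranked by class.

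For the Lama4 KO, with 1 library, the spread of log2 ratios described the difference. In endothelial-like cells the SD over genes was 0.173 against the mean of the WT libraries (6403 genes). It was 0.188 and 0.171 against each WT library, and 0.0856 between the WT libraries. In microglia-like cells it was 0.253 and 0.240 against each WT library and 0.111 between the WT libraries. In pericyte-like cells the values were 0.416 and 0.402 against 0.357, and in astrocyte-like cells 0.323 and 0.288 against 0.286, so there the KO library differed from each WT library little more than these did from each other.

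Past the rule of size, 9 genes differed in endothelial-like cells of the Lama5 KO. Of these, 5 had a level over 10 times higher in another class (Ttr, H2-Q7, Hba-a1, Hba-a2 and Hbb-bs). They were set aside as possible free RNA. For H2-Q7 (log2 fold change 1.47) that class was T or NK-like cells, with 736.8 against 31.1 CPM. That class held only 18 to 30 cells and 77749 to 100885 UMIs per library, so free RNA from it is doubtful. The rise of H2-Q7 therefore stays open. The 4 genes left by the rule were all higher. Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) stood at 51.2 and 50.4 CPM against 9.51 and 7.91 CPM in the WT, a log2 fold change of 2.54 (SE 0.0736, edgeR adjusted p 4.70e-21). Its WT level in the Lama4 experiment was 130 and 121 CPM, above that of the Lama5 KO. Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) stood at 69.1 and 60.2 against 30.9 and 30.7 CPM (log2 fold change 1.07, SE 0.0573, edgeR adjusted p 1.60e-14). Without the first KO library its change was 0.95, under the limit of the rule. Stra6 (ENSMUSG00000032327, chromosome 9, 58063788 to 58153996) stood at 50.7 and 52.4 against 27.7 and 23.6 CPM (log2 fold change 1.00, SE 0.0610, edgeR adjusted p 2.96e-13). Its WT level in the Lama4 experiment was 61.5 and 62.3 CPM, and that of Ptgs2 was 64.0 and 59.5 CPM. Gm42418 (ENSMUSG00000098178, chromosome 17, 39846958 to 39848788, annotated as a lincRNA) stood at 65811 and 72110 against 34917 and 34018 CPM (log2 fold change 1.00, SE 0.0233, edgeR adjusted p 2.04e-23). It overlaps AY036118 (39847113 to 39848035) on the opposite strand, and whether this affects its counts was not tested. Gm42418 was higher in every other class compared, and its WT level in the Lama4 experiment was 7650 and 7407 CPM.

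In the Lama4 KO library, 4 genes passed the rule of size without a test, of which 2 were set aside as possible free RNA (Ttr and Hbb-bs). Ackr1 (ENSMUSG00000037872, chromosome 1, 173331886 to 173333750) stood at 37.9 CPM against 19.6 and 13.1 CPM in the WT libraries, a log2 ratio of 1.19. AC160336.1 (ENSMUSG00000115801, chromosome 14, 44544055 to 44637201, annotated as a lincRNA) stood at 19.8 CPM against 51.1 and 36.5 CPM, a log2 ratio of -1.13. It was lower in every other class compared as well.

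**Figure D2:**
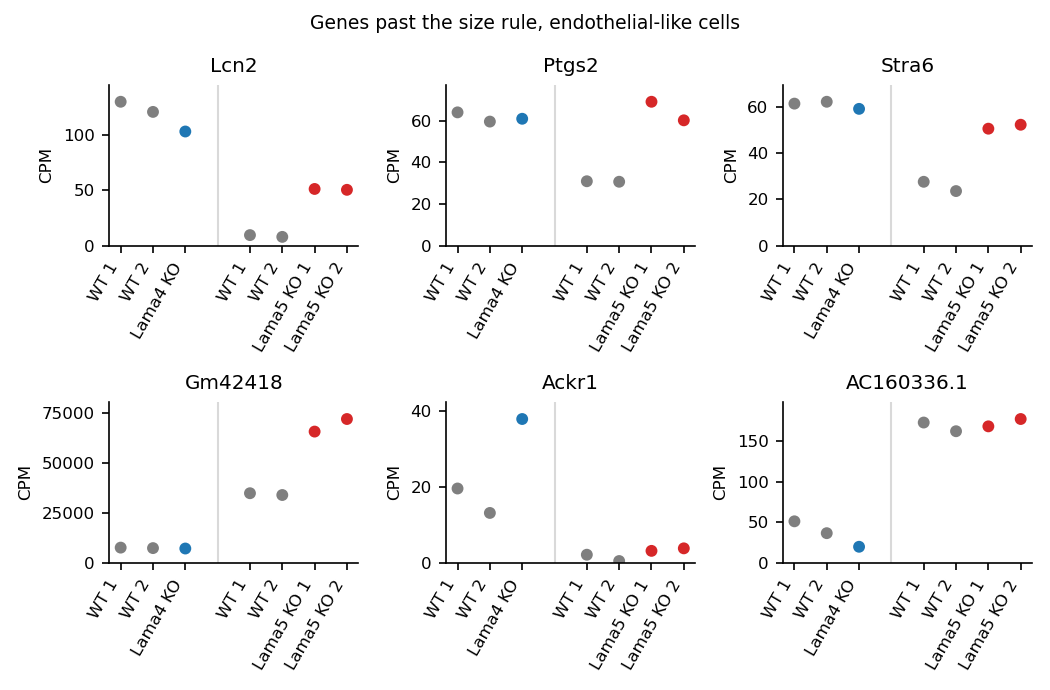
Normalised CPM in endothelial-like cells, per library (points), for the genes past the rule of size in either KO; WT in grey, Lama4 KO in blue, Lama5 KO in red. Lcn2 stood at 130 and 121 CPM in the WT libraries of the Lama4 experiment and at 9.51 and 7.91 CPM in those of the Lama5 experiment.

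The series title concerns the zonation of microvessels, and fixed lists of arterial, capillary and venous genes addressed it in endothelial-like cells. In the Lama5 KO the venous list had a median log2 fold change of 0.20 (camera adjusted p 3.54e-07, 9 lists), with 11 of 13 genes higher and the list median above 0 in all pairings of a KO with a WT library (0.11 to 0.30). Of its genes, 10 were called over all genes tested and 11 when adjusted over the list alone. Vcam1 (log2 fold change 0.69), Lrg1 (1.29) and, at a low level, Ackr1 (1.39) were higher besides Lcn2. The WT level of Lrg1 was 4.65 and 3.42 CPM in this experiment. In the Lama4 experiment it was 55.8 and 52.2 CPM, above the 10.7 and 9.01 CPM of the Lama5 KO. The WT level of Vcam1 was 155 and 154 CPM in this experiment and 253 and 243 CPM in the Lama4 experiment. Slc38a5 (-0.13) was lower. The capillary list had a median of -0.046 (camera adjusted p 0.00707), with 8 of 12 genes lower and the list median below 0 in all pairings (-0.081 to -0.026). There 8 genes were called, and 10 when adjusted over the list alone. Tfrc was higher (0.40), and Slc7a5 (-0.28) and Rgcc (-0.23) were lower. The arterial list had a median of -0.0026 (camera adjusted p 0.0716), pairings from -0.079 to 0.13, and 4 of 14 genes called, 5 when adjusted over the list alone. All 4 were higher, Gkn3 (0.47), Mgp (0.42) and Edn1 (0.30) among them. The median of the arterial list differed between the WT libraries of the Lama5 experiment by -0.11, more than between KO and WT.

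The set test moved the lists most. With the correlation estimated from the data, no list kept an adjusted p under 0.05, and the lowest was 0.255. With fry, only the dissociation list did (adjusted p 0.0192). The venous list had 0.0630 and the capillary list 0.102 there.

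Of the other lists in the Lama5 KO, the interferon list had a median log2 fold change of -0.24 (camera adjusted p 3.55e-05), with 8 of 10 genes lower and pairings from -0.28 to -0.21, and 8 genes were called, likewise 8 when adjusted over the list alone. Ifit3 (-0.36), Rsad2 (-0.33) and Usp18 (-0.32) were among the lower genes. The basement membrane list had a median of -0.12 (camera adjusted p 0.00467), pairings from -0.20 to -0.059, and 10 of 15 genes lower. With Lama5 left out as the targeted gene, 8 of these genes were called, Lama4 included, and 9 when adjusted over the list alone. Sparc (-0.36), Agrn (-0.33), Col4a2 (-0.24), Hspg2 (-0.23), Lamb2 (-0.22) and Col4a1 (-0.20) were lower. Without the first WT library the median of this list was -0.021. The dissociation list had a median of -0.062 (camera adjusted p 0.00248) and 9 of 12 genes lower, with pairings from -0.063 to -0.054. Of its genes 9 were called, and 11 when adjusted over the list alone. The barrier (median 0.00048, camera adjusted p 0.723), laminin receptor (0.032, adjusted p 0.457) and flow lists (0.019, adjusted p 0.355) did not pass in camera. They had 9 of 14, 3 of 11 and 4 of 6 genes called, and 9, 6 and 4 when adjusted over the list alone.

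In the Lama4 KO library the arterial list had a median log2 ratio of 0.13, at percentile 100 among random lists. Against each WT library it was 0.18 and 0.068. Between the WT libraries it was 0.11, also at percentile 100. The capillary list had -0.048 (percentile 38.1) and the venous list -0.0047 (percentile 71.1). Between the WT libraries these lists had -0.034 (percentile 2.20) and -0.095 (percentile 0.01), so libraries of the same pool also fall outside the middle 95% of random lists. Against the second WT library alone the venous list had 0.037, at percentile 97.2. The laminin receptor list had -0.12 (percentile 1.58, against 50.3 between the WT libraries). The other lists had medians of -0.051 for barrier (percentile 34.3), -0.025 for basement membrane (37.6), -0.033 for flow (43.3), -0.026 for dissociation (63.0) and 0.035 for interferon (96.2), each inside the middle 95% of random lists. Against the second WT library alone the interferon list had 0.063, at percentile 99.6.

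**Figure D3:**
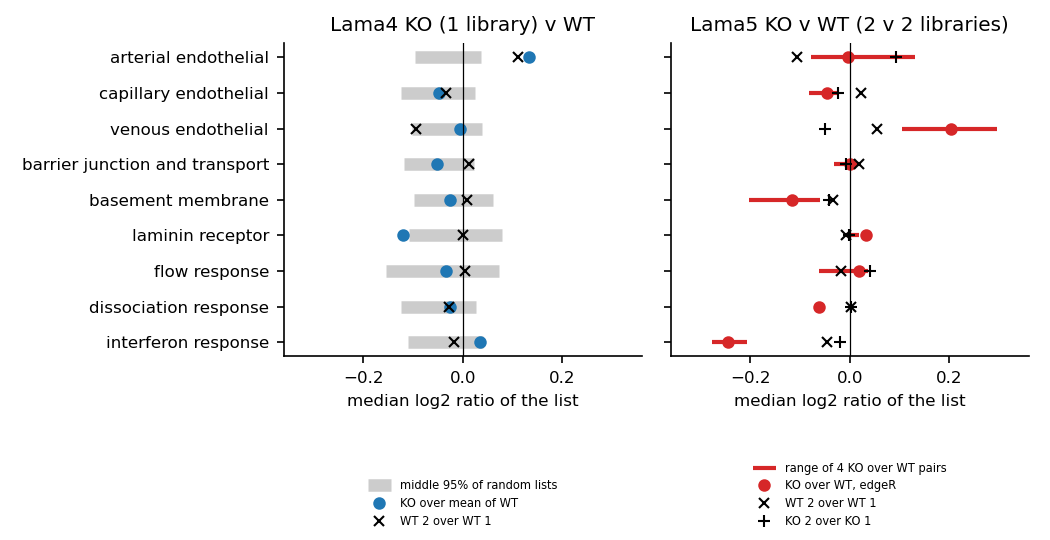
Median log2 ratio of each fixed list in endothelial-like cells, for the Lama4 KO library (left, points, over the middle 95% of random lists in grey) and the Lama5 KO (right, points from edgeR, with lines for the range over pairings of a KO with a WT library); crosses and plus signs compare libraries of the same group. The venous list stood at 0.20 and the interferon list at -0.24 in the Lama5 KO, and the arterial list at 0.13 in the Lama4 KO against 0.11 between its WT libraries.

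The effects of the KOs were set against each other across genes, which are not independent replicates. Over 5827 genes in endothelial-like cells, Pearson's r was 0.138 and Spearman's rho -0.0535, and 47.5% of genes had the same sign. Without Ttr and the globin genes r was -0.0547 over 5825 genes. The difference between the effects was not tested.

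Shares of cell classes were compared over the cells kept. Endothelial-like cells made up 63.2% and 64.1% of the WT and 61.0% and 60.5% of the Lama5 KO libraries, a difference of -2.95 percentage points (exact permutation p 0.3333, the smallest this design allows). In the Lama4 experiment they made up 43.7% and 43.3% of the WT and 47.4% (46.0% to 48.8%) of the KO library. The stricter cell filter moved these differences most, from 3.87 to 5.41 points for the Lama4 KO and from -2.95 to -5.47 for the Lama5 KO. Microglia-like cells made up 7.36% ± 0.428 (SD, n = 2) of the WT and 12.8% ± 0.610 of the Lama5 KO libraries. They made up 28.8% ± 0.146 of the WT of the Lama4 experiment and 26.4% of its KO. The WT groups thus differed more in endothelial-like and microglia-like shares than either KO did from its own control. Oligodendrocyte-like cells made up 14.2% and 10.8% in the WT and KO of the Lama5 experiment and 1.66% and 0.917% in the Lama4 experiment. Choroid plexus-like cells made up 0.00627% and 0.0825% in the Lama5 experiment, and 0.497% and 2.28% in the Lama4 experiment.

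**Figure D4:**
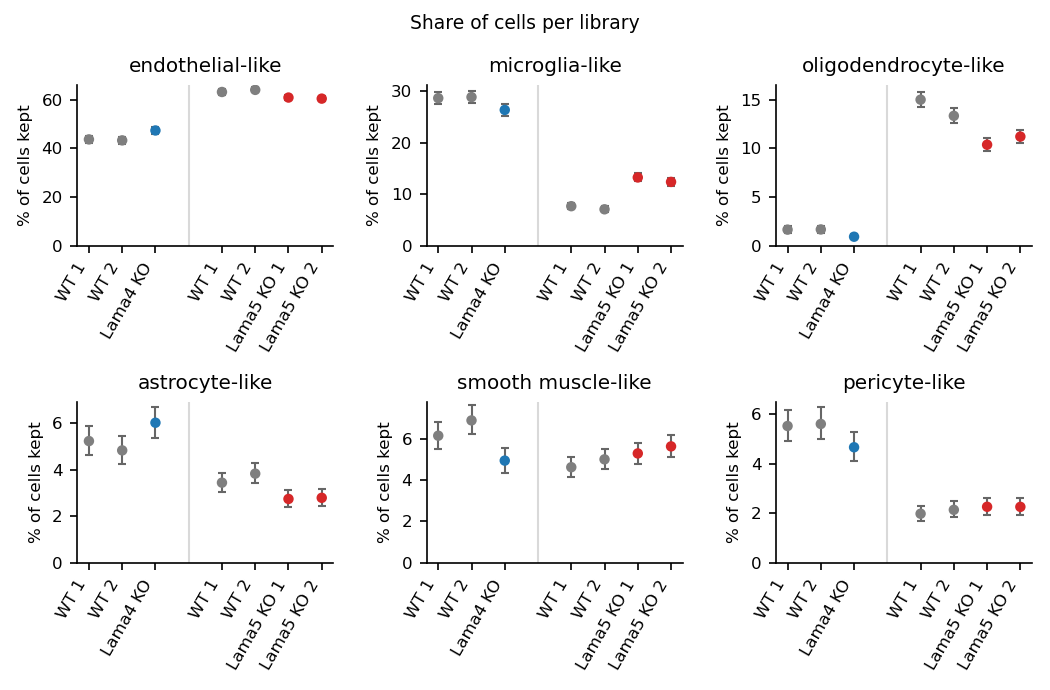
Share of each of 6 classes among the cells kept, in percent per library (points), with exact 95% intervals (lines); WT in grey, Lama4 KO in blue, Lama5 KO in red. Microglia-like cells averaged 7.36% in the WT and 12.8% in the KO of the Lama5 experiment.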

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

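Of the tests in this part, those between the WT pools, of Gm42418 and Klf2 in other classes, of the dissociation list, of choroid plexus-like cells, of the UMI counts of the mixed cells and of their share under other settings were chosen only after the result was seen.

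Of 21 results followed in both experiments, 10 had every KO library on 1 side of its WT libraries in the Lama5 experiment and the Lama4 KO library on the opposite side of its own. The rule asks for direction and not for size, so differences within counting error are among the 10. This number is not set against chance. The genes other than Klf2 were chosen by a rule that already asks for such a separation in 1 experiment. Klf2, under the size limit of that rule, was added to them outside it. The shares are bound to each other. Whether the effects differ between the experiments was not tested for any of them, since the Lama4 KO has 1 library.

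Lcn2 was higher in endothelial-like cells of the Lama5 KO (log2 fold change 2.54) and lower in the Lama4 KO library (-0.28). Stra6 was higher in the Lama5 KO (1.00), and its lower value in the Lama4 KO library (-0.063) is within counting error (59.3 CPM, 55.7 to 63.0, against 61.5 and 62.3 CPM). Between the WT pools, Lcn2 differed by -3.68, Stra6 by -1.10 and Ptgs2 by -0.84 (log2, Lama5 experiment over Lama4 experiment). For Lcn2 and Stra6 the difference between WT pools was thus larger than that between KO and WT, and a difference between pools of mice unrelated to genotype may account for the rise. Another mix of endothelial-like cells was not tested for these genes. A cluster led by Lcn2 and Vwf held 138 and 124 Lama5 KO cells against 69 and 88 in its WT at resolution 2. It held 113 and 93 against 56 and 77 under the stricter cell filter. At resolution 1 and with doublets kept, clusters led by these genes were mostly cells of the Lama4 experiment (329 and 214 Lama4 KO cells). They held 13 and 13 against 17 and 14, and 8 and 6 against 9 and 8, and so say little here. Where the cluster held many cells of both experiments, it was larger in both Lama5 KO libraries. More such cells are thus a candidate explanation for Lcn2 and Ptgs2, both among its leading genes there. As these genes lead the cluster, a rise of the genes themselves cannot be told apart from it. With 1 pool per group, pool and genotype cannot be told apart for these genes. An effect of the genotype stays open and untested.

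Gm42418 was higher in endothelial-like cells of the Lama5 KO (log2 fold change 1.00) and slightly lower in the Lama4 KO library (-0.064). Its rise was shared by the pericyte-like, smooth muscle-like, astrocyte-like and microglia-like cells of the Lama5 KO, with a smallest log2 ratio of 0.71. The lower UMI count of the KO cells is argued against, since the log2 ratio was at least 0.75 within each of 4 ranges of UMIs per cell. Between the WT pools it differed by 2.36 (log2, Lama5 experiment over Lama4 experiment), more than between KO and WT. AY036118 and Lars2, checked alongside, were higher in each of these classes of the Lama5 KO too, with smallest log2 ratios of 0.11 and 0.66. A difference in the RNA captured by whole libraries is a candidate explanation that the values in the other classes go with. A difference between pools stays open. A genotype effect on all classes alike was not tested.

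Klf2 was lower in endothelial-like cells of the Lama5 KO (log2 fold change -0.26) and higher in the Lama4 KO library (0.31). A response to the dissociation of the tissue stays open. The dissociation list had a median of -0.062 in the Lama5 KO, and -0.026 in the Lama4 KO library with 6 of 12 genes higher (percentile 63.0), which decides nothing there. In the Lama5 KO, Klf2 stood at 0.760 times the WT level in smooth muscle-like and 0.752 in pericyte-like cells, and at 0.836 in endothelial-like cells. It stood at 1.13 (1.10 to 1.17) in microglia-like and 1.66 in astrocyte-like cells, which argues against a shift shared by all classes of that KO. In the Lama4 KO library, Klf2 was higher in smooth muscle-like (1.47) and microglia-like cells (1.10) too. The ratio was 0.713 (0.548 to 0.923) in astrocyte-like cells, and 0.832 (0.660 to 1.04) in pericyte-like cells, where the KO library lay between the WT libraries. With 1 KO library, a shift of the whole library and one of some classes cannot be told apart there. The WT pools differed in Klf2 by 0.24, so a difference between pools may contribute. An effect of the genotypes stays open and untested.

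The interferon list was lower in endothelial-like cells of the Lama5 KO (median log2 fold change -0.24) and slightly higher in the Lama4 KO library (0.035, percentile 96.2). A state of the whole Lama5 KO pool stays open. The smallest median of the list in its other classes was 0.032, but these medians rest on 4 or 5 genes of the list per class, too few to exclude it. In the Lama4 KO the list was higher in microglia-like cells (0.40, percentile 100) and lower in astrocyte-like cells (-0.71) and smooth muscle-like cells (-0.40). A difference between pools and an effect of the genotype stay open, and neither was tested.

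The shares of 5 classes moved in opposite directions, given here in percentage points for the Lama5 KO and then the Lama4 KO. They were -2.95 and 3.87 for endothelial-like cells, 0.199 (within counting error) and -0.899 for pericyte-like cells, -0.870 and 0.989 for astrocyte-like cells, 5.45 and -2.40 for microglia-like cells, and 0.645 and -1.57 for smooth muscle-like cells. Shares of a whole are bound to each other, so these are not 5 separate results. Choroid plexus-like cells, which the cortex does not hold, made up 2.28% of the Lama4 KO library and 0.497% of its WT libraries. Differences in the tissue taken and in its digestion may therefore account for some of the shifts. Tissue, digestion and genotype cannot be told apart with 1 pool per group.

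A cluster outside the named classes, with endothelial and smooth muscle markers, held at least 0.791% of the cells of each Lama5 KO library (76 and 63 cells) against 5 and 10 cells in the WT, a ratio of shares of 9.36 (5.49 to 17.2). With doublets kept the ratio was 2.32 (1.77 to 3.06), with 97 and 84 cells against 37 and 42, so its size depends on the removal of doublets. In the Lama4 experiment it held 7 and 1 cells in the WT and 11 in the KO, but 11 and 9 against 3 with doublets kept, 5 and 2 against 2 under the stricter cell filter and 3 and 0 against 0 at resolution 2. Its cells had 3.18 times the median UMI count of their libraries' other cells, which doublets of an endothelial and a smooth muscle cell would show. Random pairing in droplets is argued against: the product of both classes' shares rose only 1.081-fold in the KO, below both intervals. The other clusters with mixed markers rose 1.04-fold at the main setting, but moved both ways under the alternatives. With doublets kept, a cluster with oligodendrocyte and astrocyte markers held 48 and 43 KO cells against 20 and 30. A cluster with endothelial and astrocyte markers held 29 and 35 against 43 and 43 there. At resolution 2, a cluster with microglia and oligodendrocyte markers held 54 and 75 against 32 and 27. Cells that stayed attached through digestion are a candidate explanation, as the arterial gene Gkn3 stood at 1234 CPM in this cluster against 335 CPM in endothelial-like cells. Weaker separation in 1 digestion and an effect of the genotype were not tested against each other.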

How the results depend on the processing

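The removal of the transcript-length trend and the alternatives for the cells with mixed markers were chosen only after the data were seen, and the others were fixed before. In all, 62 results were recomputed under 555 alternatives. Among single genes, shares of the other classes, list medians and the cells with mixed markers, 231 alternatives stayed within the spread and 14 moved beyond it. Among these, Lcn2 moved to 2.36 without the second WT library and Ptgs2 to 0.95, under the limit of the rule of size, without the first Lama5 KO library.

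The levels of the targeted genes kept their direction and size under every alternative run. The change of Lama5 in the Lama5 KO ranged from -0.82 to -0.68 across the fits that each left out 1 library, and Lama4 in the Lama4 KO from 0.124% to 0.130% of WT.

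The counts of changed genes moved with the tool and the threshold. DESeq2 called 981 genes in endothelial-like, 8 in pericyte-like, 216 in astrocyte-like and 434 in microglia-like cells of the Lama5 KO, and 4864 between the WT groups, all of them also called by edgeR. In simulated counts of endothelial-like cells of the Lama5 KO it also recovered fewer of the 200 changed genes (163 against 179) with 0 false calls, so its lower counts go with a stricter test. Without the low-count filter edgeR called 1503, 8 and 84 genes in endothelial-like, pericyte-like and astrocyte-like cells of the Lama5 KO. With a log2 fold change of at least 1 required as well, the counts were 135 (71.9% higher, against 55.4% of all calls), 18, 345 (84.9% higher) and 82 (45.1% higher) in the 4 classes, and 1454 (76.9% higher) between the WT groups. The pericyte-like count further fell to 12 with all libraries in one fit, 14 with thinned counts and 15 with doublets kept. The astrocyte-like count was 1746 under the stricter cell filter (760 of them shared with the 835), 33 with doublets kept (28 shared) and 59 at resolution 2 (47 shared). The cause was not tested. Other size factors moved no count by over 1.5 times. No count of calls is given with a library left out, since that leaves a group with 1 library.

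Samples with the same number did not deviate together (r = -0.0870 in the Lama5 experiment and -0.0310 between the WT groups), so they share only a number. With the replicate block, the pericyte-like count was 12, and no other count moved by over 1.5 times. No paired analysis was possible because the Lama4 KO has 1 library, as far as its comparisons go. For the same reason the alternatives of tool, threshold, single fit and set test have no value there.

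Among the lists of the Lama5 KO, an estimated correlation gave an adjusted p of 0.255 for each of the capillary, venous, basement membrane, dissociation and interferon lists. Fry gave 0.102 for the capillary, 0.0630 for the venous, 0.0656 for the basement membrane and 0.0630 for the interferon list. The arterial list passed in camera under the stricter filter (adjusted p 0.0219, median 0.029) and with doublets kept (0.0312, median 0.0065), and the cause was not tested. Across the fits without 1 library, the list medians ranged from 0.14 to 0.25 for venous, -0.035 to 0.080 for arterial, -0.023 to 0.0089 for barrier, -0.21 to -0.021 for basement membrane, 0.0081 to 0.039 for laminin receptor, -0.072 to 0.028 for flow, -0.067 to -0.055 for dissociation and -0.27 to -0.21 for interferon. Without the low-count filter the median was 0.017 for laminin receptor and -0.078 for dissociation, and the stricter cell filter gave -0.054 for dissociation.

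In the Lama4 comparison, the SD of log2 ratios in pericyte-like cells was 0.372 with thinned counts, 0.418 under the stricter filter and 0.336 with doublets kept, and that in astrocyte-like cells was 0.389 under the stricter filter. The cause was not tested. With 1 WT library left out it ranged from 0.171 to 0.188 in endothelial-like, 0.402 to 0.416 in pericyte-like, 0.288 to 0.323 in astrocyte-like and 0.240 to 0.253 in microglia-like cells. The list medians ranged from 0.068 to 0.18 for arterial, -0.020 to 0.037 for venous, -0.029 to -0.016 for basement membrane, -0.12 to -0.10 for laminin receptor and 0.027 to 0.063 for interferon. With the transcript-length trend removed, the medians were -0.034 for capillary, -0.027 for barrier and -0.0013 for basement membrane. The correlation of the effects across genes ranged from 0.104 to 0.172.

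The difference in the share of endothelial-like cells was 5.41 percentage points in the Lama4 KO and -5.47 in the Lama5 KO under the stricter cell filter, and the cause was not tested. The share of cells with endothelial and smooth muscle markers in the Lama5 KO was 9.36 times that in the WT, 6.03 times under the stricter cell filter, 9.50 times at resolution 2 and 2.32 times with doublets kept.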

Other observations

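Of the tests in this part, those of Ttr, AC160336.1, Ackr1, pericyte and smooth muscle RNA, the WT pools, Xist, Cd74 in endothelial-like cells, the WT against WT value of the arterial list, ribosomal protein genes and microglia RNA in astrocyte-like cells were chosen only after the result was seen.

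Lama4 was higher in endothelial-like cells of the Lama5 KO. RNA of pericytes is argued against: the largest share of pericyte RNA that any of 3 pericyte markers allowed was 0.241%, which can bring 0.351 CPM of Lama4. Another mix of endothelial-like clusters is argued against, since the ratio with the WT weights of the clusters was 1.56. The WT pools differed in Lama4 by -0.45 (log2), less than the change of 0.72, but a difference between pools may still account for part of it. Pool and genotype cannot be told apart here, and an effect of the loss of Lama5 stays open.

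Endothelial-like cells of the Lama5 KO kept Lama5 at 24.1 CPM over both libraries. Free RNA of smooth muscle cells is argued against, as it can bring 0.137 CPM. Loss in some clusters and none in others is argued against too: over the 5 clusters with enough counts the ratio of KO to WT lay between 0.351 and 0.642. Incomplete deletion within each cluster, and transcripts that are still counted after the deletion, are candidate explanations left open by these values, and neither was tested.

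Ttr, a choroid plexus marker, was higher in endothelial-like cells of both KOs. The smallest log2 ratio among the other classes compared was 5.98 in the Lama5 KO and 2.25 in the Lama4 KO. Free RNA of choroid plexus cells is a candidate explanation for both, and the share of choroid plexus-like cells was also higher in both KOs.

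AC160336.1 was lower in the Lama4 KO library in every class compared, with a log2 ratio of -1.20 in the other class nearest to 0, and it differed between the WT libraries too. A difference between libraries as a whole is a candidate explanation. A genotype effect on every class was not tested.

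Ackr1 is a venous gene and was higher in the Lama4 KO library. At a low level it was also higher in the Lama5 KO libraries, with 3.16 and 3.83 CPM against 2.15 and 0.489 CPM in the WT. The log2 fold change there was 1.39 (edgeR adjusted p 0.00132). In the Lama4 KO library the venous list had a median of -0.0047 with 6 of 13 genes higher, at percentile 71.1. It had 0.037 at percentile 97.2 against the second WT library alone. Between the WT libraries the list differed by -0.095, at percentile 0.01. More venous cells and a change in the gene itself cannot be told apart by these values, and neither has a replicate in the Lama4 KO.

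The arterial list was higher in the Lama4 KO library. A trend with the median annotated transcript length is argued against, because the median of the list was 0.14 with the trend removed. A trend with the length of the transcripts expressed was not tested. The spread between libraries of the same pool is a candidate explanation, as the second WT library differed from the first by 0.11 in the same list. An effect of the genotype stays open.

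Genes with short annotated transcripts were lower in the Lama4 KO library. The 168 genes with a median annotated transcript length of at most 500 nt had a median log2 ratio of -0.11. Over 85 ribosomal protein genes, the log2 ratios of KO to WT and of WT to WT had a Spearman correlation of 0.884 across genes, which are not independent, against 0.172 over all 6403 genes. The ratios share the WT libraries. With the KO set against the second WT library alone, whose noise enters the ratios with opposite signs, the values were 0.836 and -0.109. A technical trend that the WT libraries also show is a candidate explanation.

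Strain variants around the targeted genes were looked for as larger changes of genes within 5 Mb. The median absolute log2 ratio lay at percentile 63.2 among random sets near Lama4 in the Lama4 KO and at percentile 79.7 near Lama5 in the Lama5 KO, so neither neighbourhood stood apart.

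Genes of the Y chromosome were lower in endothelial-like cells of the Lama5 KO, at 0.738 times the WT level (0.712 to 0.766), for each of 4 genes alike. They stood at 0.771 (0.727 to 0.818) in oligodendrocyte-like, 0.915 (0.838 to 0.9999) in smooth muscle-like and 0.917 (0.852 to 0.986) in microglia-like cells. The ratios of 0.823 (0.660 to 1.02) in pericyte-like and 0.945 (0.831 to 1.07) in astrocyte-like cells have intervals that include 1. The fall was thus not limited to endothelial-like cells. A female mouse in the KO pool is argued against: Xist stood at 0.202 CPM in the KO and 0.176 in the WT. Loss of the Y chromosome in some endothelial cells may explain the fall in that class, but not that in oligodendrocyte-like cells. After thinning to equal depth, 70.4% (68.9% to 71.8%) of the 4127 KO cells deep enough for this had no UMI of the 4 genes, against 69.6% for a lower level in all cells and 72.1% for a share of cells without them. The 5438 shallower KO cells were left out. These explanations cannot be told apart, as the simulated values assume uniform cells. A difference between pools and an effect of the genotype on these genes stay open.

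Cd74 was higher in microglia-like cells of the Lama4 KO library, with 362 CPM against 34.5 and 31.5 CPM in the WT. Free RNA is argued against by its log2 ratio of 0.068 in endothelial-like cells. Of 1352 KO cells, 46 (3.40%, 2.502% to 4.51%) were in a cluster with MHC class II genes, and no microglia-like cell of any other library was. These cells held 1993 of the 2634 Cd74 counts. Without them 92.2 CPM remained, above both WT libraries. The cluster held 52 KO cells at resolution 2 and 53 with doublets kept, so further such cells may lie outside it. Whether these cells are the whole cause therefore stays open. The remainder is also below the 124 and 120 CPM of the WT libraries of the Lama5 experiment, so a difference between pools may account for it. Monocytes, macrophages or B cells are argued against, as P2ry12 stood at 2056 CPM in this cluster against 2588 CPM in the other microglia-like cells, Lyz2 at 264 CPM and Mrc1 at 3.11 CPM. A state of microglia in this pool is a hypothesis. Whether it comes from the genotype or from 1 mouse of the pool was not tested.

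Astrocyte-like genes changed in the Lama5 KO along with the mix of their clusters. Another mix is argued against for the 163 genes called within the cluster with the most cells. The whole class thinned to the same depth gave 391. That cluster held only 31.3% and 31.9% of the class's UMIs in the WT libraries, at a median of 1339 and 1273.5 UMIs per cell. A second cluster, with 68.1% and 67.2% of them, gave 9 calls. Another mix therefore stays open for the class as a whole. Free RNA of microglia-like cells, whose share rose, may account for 87 of the 835 calls (10.4%), which argues against it as the whole cause. All 8 microglia markers were higher in astrocyte-like cells of the KO. Their summed log2 ratio was 1.56, against 0.17 to 0.75 in the other classes and 0.80 for the microglia-like share. Whether cells with RNA of both classes are among the astrocyte-like cells was not tested. As the count also fell to 33 with doublets kept, how cells are assigned to the class may matter, and an effect of the genotype stays open.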
